A study of Mus musculus with 20 samples. Its data were reported in "N-acetyl-l-cysteine ethyl ester (NACET) induces the transcription factor NRF2 and prevents retinal aging and diabetic retinopathy" (2025).

How the data were processed

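Retinal messenger RNA was measured by sequencing in 20 C57BL/6J mice, an inbred laboratory strain, with 1 retina and 1 library per mouse. NACET (N-acetyl-L-cysteine ethyl ester), a cell-permeable form of cysteine, had been given in the drinking water at 50 mg/kg per day for 5 days. Groups, replicate numbers, ages, labelled sexes and batch tags were taken from the sample labels.

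The deposited values are raw counts of reads per gene, and no normalization by the authors was found in them: they are whole numbers whose totals differ between libraries. Per the labels and the methods of the study, the authors made polyA-selected TruSeq libraries, sequenced single ends on a NextSeq instrument, aligned the reads to the mm9 mouse genome with TopHat and counted reads over exons with HTSeq-count without regard to strand. Reads over genes on both strands could therefore not be told apart by strand, and reads that the intersection-nonempty mode of the counter could not assign to 1 gene were set aside as ambiguous. The annotation used for counting was not stated. The study removed ribosomal RNA genes before testing; these genes were kept here, where they took 0.121% to 0.234% of gene counts.

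Each library had 35006 genes, of which 8497 had no count in any of the 20 libraries. The reads set aside per library were 14.1% to 20.5% outside annotated genes, 1.09% to 1.20% ambiguous and 6.65% to 7.92% with more than 1 alignment. Gene counts per library ranged from 17.7 to 31.1 M (M, 1e+06 counts). Intervals are 95% exact Clopper-Pearson intervals, and a count of 0 was taken to allow up to 3 counts; both cover counting error only. No 2 libraries of a group held the same values: over 42 pairs, the chi-square per degree of freedom ranged from 2.52 to 32.2.

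Gene positions came from the GENCODE annotation of the mm9 assembly, matched by gene name: 367 of 370 names were found. Positions are counted from 1.

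Differences between groups were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the default expression filter, a quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05, with no limit on fold change. Each comparison was fitted on its own pair of groups, and the interaction of NACET with age on all 20 libraries. Log2 fold changes are given with their standard error (SE), and expression as CPM (counts scaled to 1e+06 per library) with the SD over the libraries of a group. The test, the comparisons, the gene lists and 69 alternatives were chosen before the data were examined. A further 13 alternatives were chosen after seeing the data: sex by Xist and Y-linked counts as a covariate, libraries without Xist only, the alternatives of the cohort comparison, tissue and state lists without each library, and age in the title as a covariate in young mice.

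Named genes followed a rule: in each comparison with called genes, the 5 with the smallest p among those higher and the 5 among those lower, together with the genes of 3 lists. These lists were 14 genes that the study named as rescued, which it had chosen on these same samples; 10 genes measured by RT-qPCR in the study or regulating NRF2, the transcription factor that drives antioxidant genes; and Xist with 4 Y-linked genes. The RT-qPCR of the study was made in a human retinal pigment epithelium cell line, not in mouse retina. A rescued gene was one called in aging and in old mice under NACET with opposite signs.

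Genes of 6 pathways were tested as lists with fry of limma 3.58.1, two-sided, adjusted over 18 tests: NRF2 targets, ER chaperones and UPR (unfolded protein response), cytosolic heat shock, ATF4 and amino acid response, interferon and antigen presentation, and inflammation and complement. Lists of 9 retinal cell types (rods, cones, bipolar, amacrine and horizontal cells, retinal ganglion cells, Muller glia, microglia, and endothelium with pericytes) were tested by a two-sided exact permutation test of a score, the mean log2 CPM over the list with a prior count of 1, adjusted over 27 tests. Lists of 9 other tissues or states (corneal and conjunctival epithelium, lens, retinal pigment epithelium, connective tissue, skeletal muscle, blood, clock, immediate early genes, and sex) were tested in the same way. The principal component analysis followed the recipe of the study: genes with a normalized count over 10 in at least 5 libraries and an interquartile range of the log2 count of at least 1.5, on a log10 scale, centred and scaled. Correlations across libraries have permutation p-values from 100000 permutations. For the cohort test, genes were ranked by the difference in mean log2 CPM over the sum of their SD and the median SD of all genes.

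The alternatives were RLE normalization, DESeq2 1.42.0, no filter, a filter at 1 CPM, a robust fit, leaving out each library, replicate number as a block, sex as a covariate, labelled males only, leaving out gene lists, a fit of all 4 groups, and the age cohorts. Other tests were used for the lists and other filters for the principal components. Other splits of the libraries were refitted: all 35 for aging and 100 drawn at random for the other comparisons. The pipeline was tested on simulated data with 200 changed genes. At a log2 change of 1 it recovered 91.5% of them in aging, 96.0% for NACET in old mice and 92.5% for NACET in young mice. At a log2 change of 0.5 it recovered 52.0%, 66.5% and 50.5%. Figures were drawn with matplotlib 3.10.9.

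The cell culture, retinal function and diabetic mouse experiments of the study were not analysed here. A test made on the blood score of a single library is not reported here.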

Results

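Gene expression was measured by polyA RNA sequencing in retinas of young and old mice with or without NACET in the drinking water. The 20 libraries fell into 4 groups: 4 young control, 6 young NACET, 4 old control and 6 old NACET mice. All young controls were 119 days old and all old controls 668 days. By their titles, young NACET mice were 129 days (4 mice) or 119 days (2 mice), and old NACET mice were 668, 581 or 574 days, with 2 mice at each age. For young NACET replicate 6 the labels disagree, with 119 days in the title and 129 days in the batch tag. Of the young mice, 4 were labelled female, 2 in each group, and all 10 old mice were labelled male. The methods of the study describe only male mice, which differs from these labels. Total gene counts were 19.4 to 24.8 M (M, 1e+06 counts) in young controls, 17.7 to 25.0 M in young NACET, 18.3 to 31.1 M in old controls and 20.4 to 22.7 M in old NACET libraries. The rhodopsin gene took 3.31% to 5.54% of gene counts.

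The labelled sex was compared with Xist (X: 100655714 to 100678556, mm9, a non-coding gene) and with 4 Y-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty. In 19 of 20 libraries the counts went with the label. The exception was old control replicate 4, labelled male, with 59555 Xist counts, 0.247% of its gene counts (95% exact interval 0.245% to 0.249%). It had 1 count over the 4 Y-linked genes. The other old controls had 7 to 15 Xist counts and 4800 to 7484 Y-linked counts. Of the 4 libraries labelled female, young control replicate 4 and young NACET replicate 5 had 0 Y-linked counts, which allows a share of up to 1.40e-05% and 1.25e-05%. Young control replicate 3 had 29 Y-linked counts beside 55857 Xist counts.

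The comparison of old with young controls asked which genes change with age in the untreated retina. Of 16484 genes tested with edgeR, 234 were called: 180 were higher and 54 lower in old mice. The median size of their log2 change was 0.65. The alternatives moved this count from 69 genes (labelled males only) to 710 (DESeq2). Single libraries also moved it: 113 genes were called without old control replicate 3 and 414 without young control replicate 1. All 234 genes kept their direction in both of these fits. The share of called genes that was higher in old mice was 76.9%. It was 56.9% with DESeq2 and 95.8% in Xist-negative libraries, an alternative chosen after seeing the data.

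The gene with the smallest p was Rdh1 (10: 127196777 to 127205353, mm9, protein-coding). It rose from 1.11 ± 0.141 CPM (SD, n = 4) in young to 6.56 ± 1.07 CPM (SD, n = 4) in old controls, a log2 change of 2.56 (SE 0.17, edgeR adjusted p 9.92e-05). Its annotated span overlaps that of Rdh9 on the same strand (10: 127196843 to 127229753), which rose by 2.51 (SE 0.19). How much of each gene's exons the other shares was not measured, so reads set aside as ambiguous could differ between them. Col4a3 (1: 82583496 to 82718634) rose from 52.3 ± 9.08 CPM (SD, n = 4) to 149 ± 14.5 CPM (SD, n = 4), a log2 change of 1.51 (SE 0.11, edgeR adjusted p 0.000103). Glb1l3 (9: 26625538 to 26668408) and Fndc1 (17: 7931434 to 8020167) rose by 1.28 and 1.15 on the log2 scale. Among genes lower in old mice, Spc25 (2: 69031952 to 69044251) had the smallest p, with 109 ± 7.76 CPM (SD, n = 4) in young and 69.9 ± 3.77 CPM (SD, n = 4) in old controls. Its log2 change was -0.64 (SE 0.06, edgeR adjusted p 0.000454). Vash1, Wdr63, Kirrel and Reln followed, with log2 changes from -2.88 (Wdr63) to -0.47 (Reln). These 10 genes were called in each of the 8 fits that left out 1 library. In libraries without Xist only, an alternative chosen after seeing the data, Vash1, Kirrel and Reln were no longer called.

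The comparison of old NACET with old control mice asked what 5 days of NACET change in the aged retina. Of 16562 genes tested, 90 were called: 43 were higher and 47 lower under NACET. The median size of their log2 change was 0.38. The count fell to 0 when only the 668-day mice were compared (4 controls and 2 NACET), with 1396 genes at an unadjusted p under 0.05. It was 8 without old control replicate 2, 12 without old NACET replicate 3, 13 without old NACET replicate 4 and 15 without old control replicate 4. All 90 genes kept their direction in these fits. All old controls belong to the 668-day cohort, and with cohort as a covariate 1 gene was called.

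Hspa8 (9: 40609067 to 40613283), a cytosolic chaperone, had the smallest p among genes higher under NACET. It rose from 156 ± 6.90 CPM (SD, n = 4) to 209 ± 14.0 CPM (SD, n = 6), a log2 change of 0.43 (SE 0.06, edgeR adjusted p 0.0103). Xbp1 (11: 5420662 to 5425896) rose by 0.42 (SE 0.06, edgeR adjusted p 0.0103), and Srrt, Etv4 and Aldh18a1 by 0.27, 0.68 and 0.46. Among genes lower under NACET, Cc2d2a (5: 44053618 to 44132211) fell from 109 ± 2.59 CPM (SD, n = 4) to 84.4 ± 4.90 CPM (SD, n = 6), a log2 change of -0.37 (SE 0.05, edgeR adjusted p 0.0103). Fos (12: 86814840 to 86818223) fell from 22.7 ± 5.42 CPM (SD, n = 4) to 12.5 ± 1.02 CPM (SD, n = 6), a log2 change of -0.86 (SE 0.12, edgeR adjusted p 0.0126). Sik1, Zfp385b and Ptpn20 changed by -0.72, -0.57 and -1.18. Of these 10 genes, 6 stayed called in each of the 10 fits that left out 1 library. Srrt, Etv4, Aldh18a1 and Ptpn20 were not called without old control replicate 2 (edgeR adjusted p 0.0634, 0.0706, 0.0717 and 0.0566). None of the 10 was called in the 668-day mice alone or with cohort as a covariate, where the unadjusted counts over all genes were 1396 and 1559.

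In young mice, the same comparison called 0 of 16588 genes, with 724 at an unadjusted p under 0.05. The smallest adjusted p was 1.00. Leaving out young control replicate 4 gave 8 calls. All young controls were in the 119-day batch, with 1 treated library. A fit with batch as a covariate therefore rests on that library and cannot decide whether batch matters. With age in the title in place of batch there were 0 calls and 619 genes at an unadjusted p under 0.05. That fit had 2 treated libraries at the age of the controls, so it has little power.

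The comparison of old with young NACET mice asked whether age differences are present under treatment. It called 795 of 16276 genes, 365 higher and 430 lower in old mice. Without old NACET replicate 2 the count was 478. Ly75 (2: 60130160 to 60221360) had the smallest p, with 5.70 ± 0.639 CPM (SD, n = 6) in young and 19.5 ± 1.37 CPM (SD, n = 6) in old NACET mice. Its log2 change was 1.78 (SE 0.08, edgeR adjusted p 2.67e-09). Rdh9, Nod2, Glb1l3 and 9330159M07Rik rose by 2.54, 2.76, 1.28 and 1.25. Among genes lower in old mice, Lbh (17: 73267645 to 73291282) fell from 212 ± 24.5 CPM (SD, n = 6) to 127 ± 9.44 CPM (SD, n = 6), a log2 change of -0.74 (SE 0.07, edgeR adjusted p 1.6e-05). Prdm1, Egr1, Lpin2 and Fos changed by -0.93, -1.50, -0.56 and -0.68. All 10 genes were called in each of the 12 fits that left out 1 library.

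Whether the NACET effect differed between ages was tested by the interaction. It called 0 of 16993 genes, with 1052 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0678. Krt5, Dsp and Dsc3, which are on the corneal and conjunctival epithelium list, were among the genes with that adjusted p. The count of DESeq2 was 86, of which 83 had a negative interaction. Without young NACET replicate 1, edgeR called 77 genes, of which 76 had a negative interaction. How many epithelial genes these counts hold is not given, so they do not separate a NACET effect from tissue in the dissected sample. Within old NACET mice, the 4 mice of 581 and 574 days were compared with the 2 of 668 days. This contrast called 0 of 16659 genes, with 1376 at an unadjusted p under 0.05, and 88 with no filter on low counts.

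**Figure D1:**
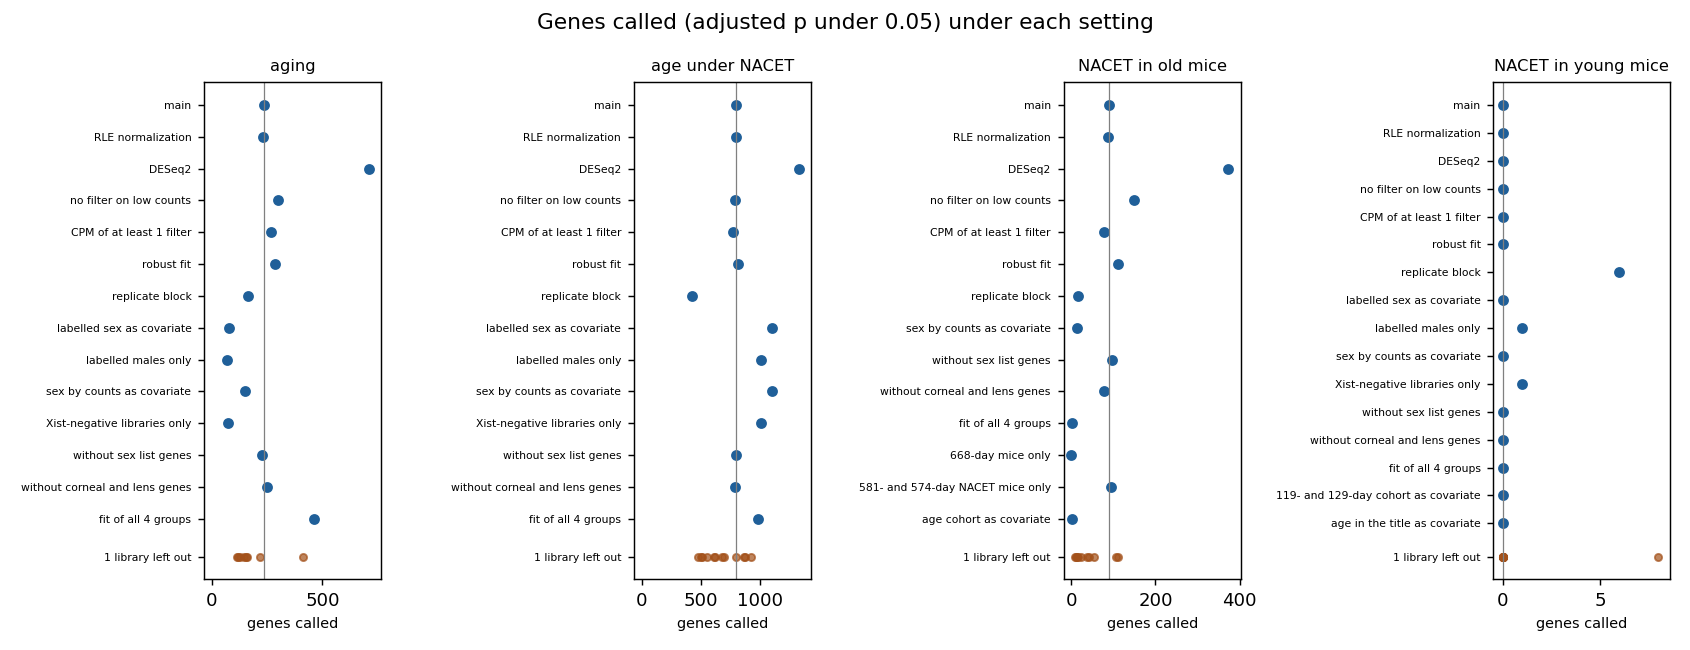
Number of genes called (horizontal axis) under each alternative (vertical axis) in 4 comparisons; the grey line marks the count as reported. Brown points are fits that each left out 1 library, which ranged from 8 to 110 genes for NACET in old mice.

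Rescued genes were those called in aging and in old mice under NACET with opposite signs. There were 4, or 1.71% of the aging genes: A930031H19Rik, Anubl1, Bcl2 and Slc29a4, named after their values were seen because the count is small. Bcl2 (1: 108434755 to 108610851) rose by 0.43 in aging and fell by 0.38 under NACET. Anubl1 (6: 116214240 to 116280316) rose by 0.65 and fell by 0.59, and Slc29a4 (5: 143178055 to 143198443) rose by 0.94 and fell by 0.66. A930031H19Rik (4: 130556747 to 130566389), a non-coding transcript, fell by 1.10 in aging and rose by 0.97 under NACET. The alternative that moved this count most upwards was DESeq2, with 56 genes. Without old control replicate 2 the count was 0, with 407 genes of opposite sign at an unadjusted p under 0.05 in both comparisons. Across 16378 genes, which are not independent replicates, the log2 changes of aging and of NACET in old mice had a Pearson r of -0.47. Both comparisons use the same 4 old control libraries. With these split 2 and 2 between the comparisons, r averaged -0.13 and ranged from -0.22 to -0.05 over the 6 splits. In data simulated without any NACET effect but with shared controls, r averaged -0.45 (range -0.469 to -0.421 over 20 runs). The observed r, -0.474, lay just below that range. These simulated data had 0.10 rescued genes and 0.15 genes called for NACET per run. Among genes called in aging, opposite signs averaged 60.6% in these runs, without a range over runs, against 85.3% observed. At an adjusted p under 0.1 a run had at most 1 rescued gene, against 36 observed. With so few genes called for NACET, few rescued genes can arise in these runs.

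**Figure D2:**
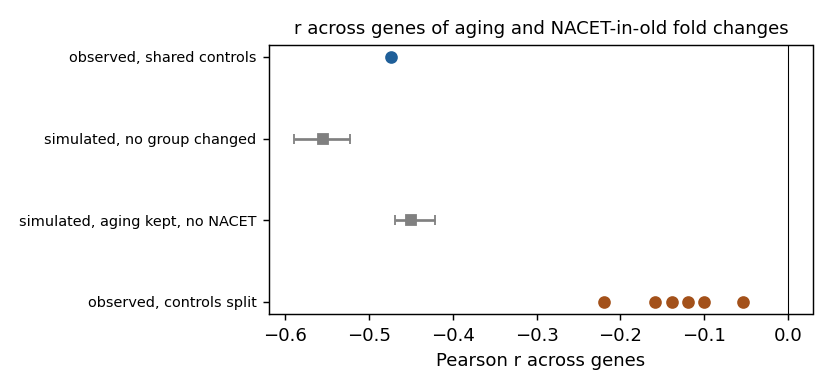
Pearson r across genes (horizontal axis) between the log2 changes of aging and of NACET in old mice, with shared controls, in 2 kinds of simulated data (squares: mean of 20 runs; bars: lowest to highest), and with the 4 old controls split between the comparisons (6 points). The observed r of -0.47 lies near the simulated values and the split values lie from -0.22 to -0.05.

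Of the 14 genes that the study named as rescued, 13 were tested in old mice. Over all genes, 7 were called under NACET: Clpb, Calr, Hspa5, Hspa8, Vgf, Krt5 and Dsp. Adjusted over the list alone, 13 of 13 passed, which is not independent evidence because the study chose the list on these samples. In aging, 2 were called over all genes (Il13ra2 and Ly75) and 13 adjusted over the list alone. In young mice under NACET these counts were 0 and 3, with 3 genes at an unadjusted p under 0.05, and in old against young NACET mice 6 and 6. In the interaction they were 0 and 6, with 7 genes at an unadjusted p under 0.05. Hspa5 (2: 34627490 to 34632051) rose under NACET in old mice from 260 ± 21.3 CPM (SD, n = 4) to 337 ± 21.3 CPM (SD, n = 6), a log2 change of 0.38 (SE 0.06, edgeR adjusted p 0.0295), and without old control replicate 2 its adjusted p was 0.0757. Calr (8: 87365749 to 87370833) rose by 0.37 (SE 0.07, edgeR adjusted p 0.0384); without that library its adjusted p was 0.111. Clpb and Vgf had an adjusted p of 0.0490, and Clpb was called in 0 and Vgf in 2 of the 10 fits that left out 1 library (without old control replicate 2, edgeR adjusted p 0.161 for both). Krt5 (15: 101537501 to 101543322) changed by -4.61 (SE 0.93, edgeR adjusted p 0.0456), and by -2.29 (adjusted p 0.166) without old control replicate 2. Dsp (13: 38243197 to 38290446) changed by -4.62 (SE 0.92, edgeR adjusted p 0.0456), and by -2.17 (adjusted p 0.0866) without it. That library carried 79.7% of the summed Krt5 CPM and 80.9% of the summed Dsp CPM of the 10 old libraries. Krt5 averaged 50.4 ± 80.8 CPM (SD, n = 4) in old controls, 2.14 ± 1.41 CPM (SD, n = 6) in old NACET, 3.65 ± 2.11 CPM (SD, n = 4) in young controls and 52.0 ± 58.4 CPM (SD, n = 6) in young NACET libraries.

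Of the 10 RT-qPCR genes and NRF2 regulators, 0 were called in any of the 5 comparisons, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 1 in aging, 3 for NACET in old mice, 1 in young mice, 4 for age under NACET and 1 in the interaction. Because the RT-qPCR of the study was made in cultured human cells, these counts do not test it. Hmox1 (8: 77617490 to 77624495) changed most under NACET in old mice, by 1.51 (SE 0.71, edgeR adjusted p 0.349), and 1 library, old NACET replicate 1, had 40.0 CPM where the other old libraries had 3.01 to 4.29 CPM. Of the 5 sex genes, 0 were called in the comparisons that tested them. The smallest adjusted p over the list alone was 0.0986, for Xist in the interaction. For NACET in old mice 4 of them were tested, without Xist, and Xist was also not tested for age under NACET.

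Among the pathway lists, 2 passed the threshold in aging. The 21 interferon and antigen presentation genes had a median log2 change of 0.61, with 21 of 21 higher in old mice (fry adjusted p 0.00294). Inflammation and complement genes had a median of 0.38, with 15 of 16 higher (fry adjusted p 0.0314). ER chaperones and UPR (-0.13), cytosolic heat shock (-0.070), ATF4 and amino acid response (-0.18) and NRF2 targets (-0.0070) did not pass, with fry adjusted p-values of 0.0974, 0.144, 0.119 and 0.831. For NACET in old mice, ER chaperones and UPR had a median of 0.17, with 19 of 21 higher (fry adjusted p 0.00294). Cytosolic heat shock genes had a median of 0.11, with 17 of 20 higher (fry adjusted p 0.0314). The ER list holds Hspa5 and Calr, and the heat shock list Hspa8 and Hsp90ab1, which the study named as rescued on these samples. The study had also reported ER stress and the UPR for this comparison on the same libraries. Higher chaperone lists are therefore not independent evidence. The other lists did not pass: ATF4 and amino acid response (0.15, fry adjusted p 0.0769), interferon and antigen presentation (-0.13, 0.313), inflammation and complement (0.014, 0.925) and NRF2 targets (-0.0027, 0.925). In young mice 0 of 6 lists passed, and 0 had an unadjusted p under 0.05. Their medians were 0.038 for NRF2 targets, 0.041 for ER chaperones and UPR, -0.0052 for cytosolic heat shock, 0.089 for ATF4 and amino acid response, 0.42 for interferon and antigen presentation and -0.16 for inflammation and complement. Without young NACET replicate 3, the median of the interferon list went from 0.42 to -0.054. The test of the interaction on the same lists passed for 0 of 6, with 0 at an unadjusted p under 0.05 and a smallest adjusted p of 0.168. The alternative that moved these results most was camera with its preset correlation of 0.01, which passed 5 lists in aging, 4 in old and 5 in young mice. Of these, 2, 2 and 0 passed under fry. With the exact permutation test of the score 0 of 18 passed, and 4 had an unadjusted p under 0.05. The smallest p that test can give is 0.0286 for 4 against 4 libraries and 0.00476 for 6 against 4. The inflammation list in aging lost its call in 6 of the 8 fits that left out a library of that comparison. The heat shock list in old mice lost it in 8 of 10.

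**Figure D3:**
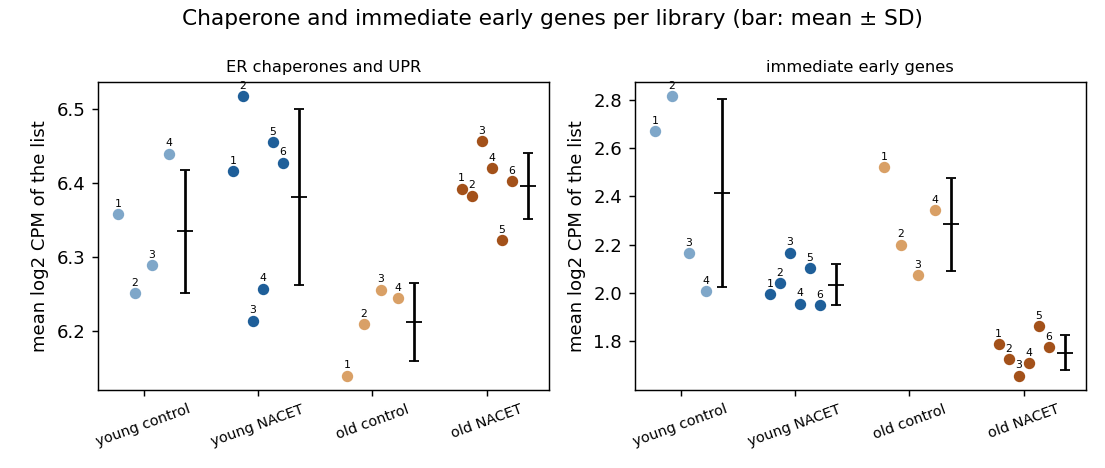
Mean log2 CPM per library (vertical axis) of the ER chaperone and UPR list and of the immediate early genes in the 4 groups (points, with replicate numbers), and mean ± SD (bars). In old mice the chaperone scores of NACET libraries are all above those of controls, and the immediate early scores are at most 1.86 against at least 2.07.

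Cell type lists were used by the study to examine the cell composition of the dissected retinas. Of 27 tests, 0 passed the threshold, and 2 had an unadjusted p under 0.05. Microglia genes scored higher by 0.44 in old than in young controls, with 4 of 4 old libraries above all young controls (exact permutation p 0.0286, the smallest possible, adjusted p 0.45). Amacrine cell genes scored higher by 0.14 under NACET in old mice (exact permutation p 0.0333, adjusted p 0.45). For rods, cones, bipolar cells, horizontal cells, retinal ganglion cells, Muller glia, and endothelium with pericytes the differences ranged from -0.26 to 0.15, and the smallest exact permutation p was 0.0857.

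The 9 lists of other tissues and states gave 0 of 27 tests past the threshold, with 4 at an unadjusted p under 0.05. The immediate early genes, which respond within minutes to stimulation, scored 2.28 ± 0.192 (SD, n = 4) in old controls and 1.75 ± 0.0714 (SD, n = 6) in old NACET mice. Every old NACET library was below every old control (exact permutation p 0.00476, the smallest possible, adjusted p 0.129). The 2 old NACET mice of the control cohort, at 668 days, scored at most 1.79. In young mice under NACET the difference was -0.38 (exact permutation p 0.0333, adjusted p 0.257). Leaving out each library for these lists was chosen after seeing the data. Corneal and conjunctival epithelium changed by -1.81 under NACET in old mice (exact permutation p 0.0190, adjusted p 0.257), and by -1.03 without old control replicate 2 (exact permutation p 0.0714, adjusted p 0.482). It was higher by 1.54 in young mice (exact permutation p 0.129) and by 1.20 in aging (exact permutation p 0.171), which was 0.42 without that library. Its interaction was -3.34 (p 0.00710 by 10000 permutations, adjusted p 0.170 over 24 lists, of which 0 passed and 3 had an unadjusted p under 0.05). Blood genes changed by -1.09 under NACET in old mice (exact permutation p 0.0381, adjusted p 0.257), and by -0.43 without old control replicate 2 (exact permutation p 0.107, adjusted p 0.482). They changed by 0.53 in aging (-0.12 without that library) and by -0.25 in young mice under NACET. Differences in the 3 comparisons, in the order aging, old NACET and young NACET, were 0.91, 0.83 and -0.089 for lens, 0.65, -0.88 and 0.48 for retinal pigment epithelium, 0.055, -0.038 and 0.069 for connective tissue, 0.20, -0.30 and 0.035 for skeletal muscle and 0.0048, -0.043 and -0.038 for clock genes. The lens difference under NACET in old mice went from 0.83 to -0.92 without old NACET replicate 1 (exact permutation p 0.0317, adjusted p 0.180). For the sex list the 3 differences were 1.09, 1.36 and 0.38. Of the 24 corneal genes 11 had a median over 1 CPM in young controls, as had 0 of 17 lens and 4 of 6 blood genes. The corneal list holds Krt5, Dsp and Dsc3, which the study named as rescued.

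**Figure D4:**
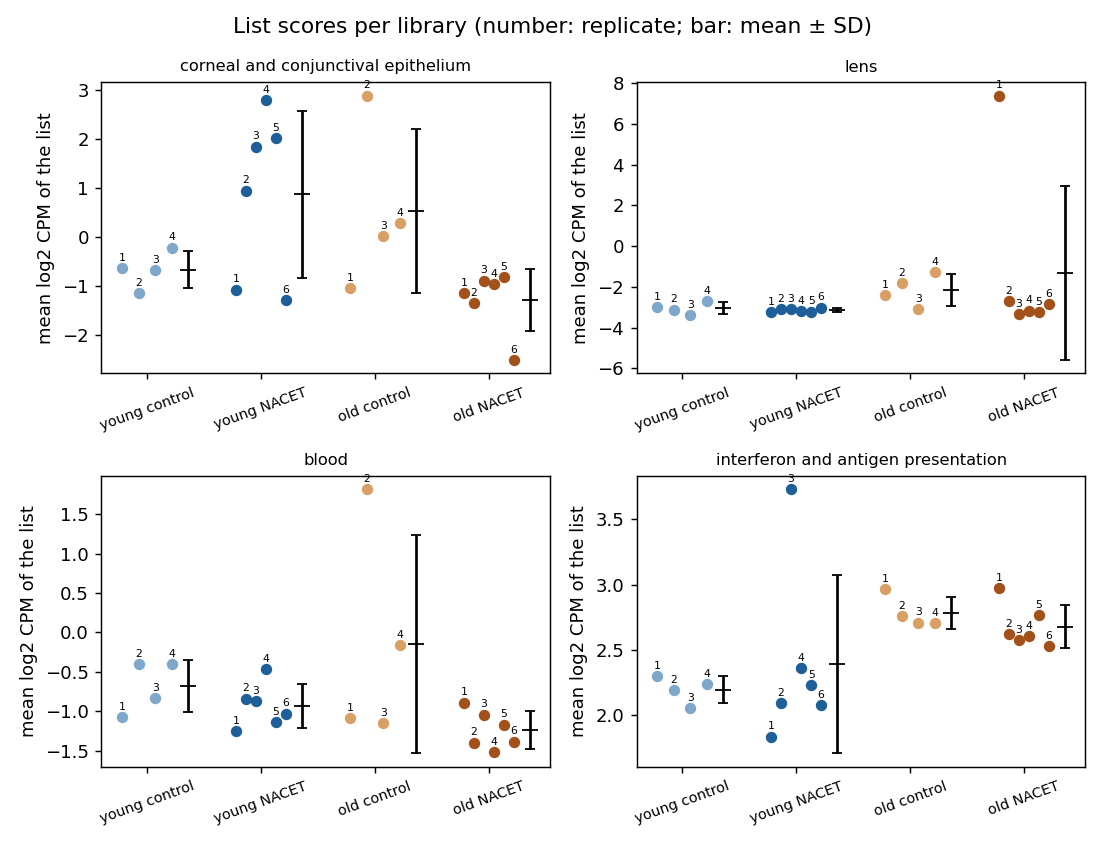
Mean log2 CPM per library (vertical axis) of 4 gene lists in the 4 groups (points, with replicate numbers), and mean ± SD (bars). Old control replicate 2 is the highest old library for corneal genes (2.88) and for blood (1.82), old NACET replicate 1 for lens (7.39), and young NACET replicate 3 the highest of all for interferon genes (3.73).

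By the recipe of the study, 125 genes entered the principal component analysis. PC1 held 50.9% and PC2 18.6% of the variance. Without the interquartile filter, which left 16867 genes, PC1 held 20.5%. PC1 differed between old NACET (7.19 ± 2.14, SD, n = 6) and old control (-1.56 ± 8.36, SD, n = 4) libraries (exact permutation p 0.0143, adjusted p 0.0381 over 8 tests). Without old control replicate 2 this difference fell from 8.75 to 4.57 (adjusted p 0.0952), and it did not pass in 8 of the 20 fits that left out 1 library. PC1 also differed between old and young NACET libraries (exact permutation p 0.00216, adjusted p 0.00866), as did PC2 (exact permutation p 0.00216, adjusted p 0.00866). The PC1 difference did not pass without old NACET replicates 2, 4 or 6 (adjusted p 0.0571 for each). Without old control replicate 2 the PC2 difference fell from 5.84 to 2.64 (adjusted p 0.225). The other 5 tests did not pass, among them young NACET against young control on PC1 (difference -7.49, exact permutation p 0.129). On PC2, old and young controls differed by 11.5 (exact permutation adjusted p 0.0571), with every old control above every young control. Its unadjusted p was the smallest possible for 4 against 4 libraries, 0.0286. Old NACET and old control differed on PC2 by -2.91 (exact permutation adjusted p 0.0610). PC1 went with the score of the corneal list across the 20 libraries, with a Pearson r of -0.96 and a Spearman rho of -0.90 (permutation p 1e-05 for both, the smallest possible, adjusted p 8e-05 over 8 relations). Without old control replicate 2 and young NACET replicate 4, the 2 farthest from the median score, r was -0.94. The corneal list gave 13 of the 125 genes. PC1 also went with the blood score (Pearson r -0.56, permutation adjusted p 0.0154). PC2 went with the score of the interferon list (Pearson r 0.60, Spearman rho 0.78, permutation adjusted p 0.0154). The remaining relations did not pass.

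**Figure D5:**
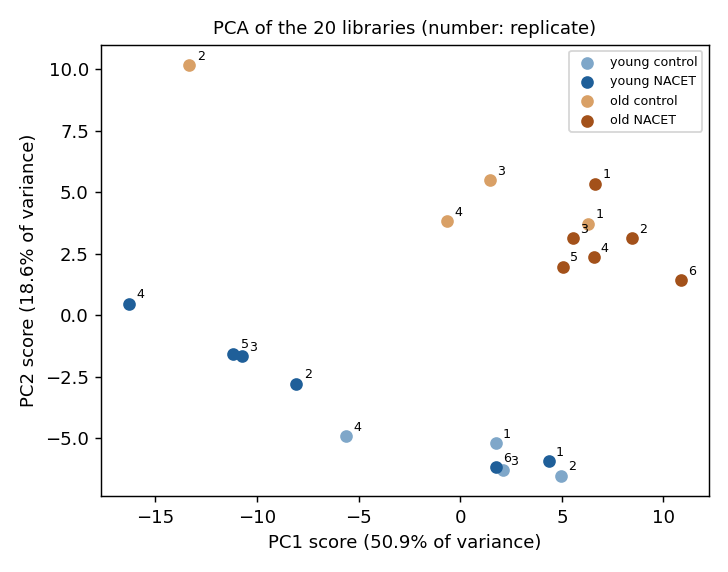
Scores of the 20 libraries (points, with replicate numbers) on PC1 (horizontal axis, 50.9% of variance) and PC2 (vertical axis, 18.6%), coloured by group. Old control replicate 2 lies at -13.3 on PC1, away from the other old libraries.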

Values the study reported

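The study reported 720 differentially expressed genes between the retinas of young and old control mice, of which 410 were higher and 310 lower in old mice. It reported 377 differentially expressed genes between old control and old NACET-treated mice. Between young control and young NACET-treated mice it found no significant change. Its first principal component held 45.4% of the variance and its second 25.6%. Of the genes that changed with age, 57 were described as rescued by NACET.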

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

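Of the tests below, those of the swap, of a young mouse in place of an old one and of microglia were chosen after the result was seen. In each group, a library was listed when Dixon's test placed it apart from the others, which happens by chance in about 1 in 20 groups. Of 348 group values, 29 stood apart.

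Old control replicate 4, labelled male, had a log2 CPM of 11.28 for Xist, -3.51 for Ddx3y and -4.45 for each of Eif2s3y, Kdm5d and Uty. Its sex score was -1.12. It also stood apart for Rdh1 (2.32) and Wdr63 (-1.76). A swap with a library labelled female was tested by counting libraries labelled female without Xist, of which there were 0. A young mouse in its place was tested by an age score from old and young NACET libraries. The score was -0.50, where the other old controls had -0.63 to -0.23 and young libraries at most -0.88. Both tests argue against their explanation. A female old mouse with a wrong label remains open. Its Xist and Y-linked counts and its age score go with this explanation, and no further test of it was made.

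Old NACET replicate 1 had a lens score of 7.39, a Muller glia score of 8.21 and a Hmox1 log2 CPM of 5.32. Lens genes took 1.29% of its gene counts and at most 0.00263% in the other libraries. The lens fibre genes Bfsp1, Bfsp2, Mip and Lim2 were 9.81 log2 units above the median of the other libraries, which is consistent with lens tissue in the dissected sample. Of the 17 lens genes, 0 had a median over 1 CPM in young controls. A response of this mouse to NACET was not tested for Hmox1.

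Young NACET replicate 3 had an interferon score of 3.73, a connective tissue score of 1.92 and a Nod2 log2 CPM of -1.09. All 22 genes of the interferon list were higher in it than in the mean of the other 5 libraries. More microglia were tested as an explanation: its microglia score differed from the mean of the others by -0.26 (SD of the others 0.233), which argues against it. An infection or an immune response in this mouse was not tested.

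Old NACET replicate 6 stood apart with 22.7 M gene counts (M, 1e+06 counts), a corneal score of -2.50, and log2 CPM of 7.97 for Bag6, 5.95 for Ddx3y, -3.49 for Krt5, 0.86 for Ptpn20 and 4.96 for Uty. Other single values were a ribosomal RNA share of 0.234% in young NACET replicate 6 and a rhodopsin share of 5.54% in young control replicate 1. Further log2 CPM values were 7.03 for Cc2d2a in young NACET replicate 1, 5.70 for Gclc in old NACET replicate 2, 3.97 for Gsr in young control replicate 2 and 0.71 for Nqo1 in young NACET replicate 2. Reln had 7.70 in old control replicate 1 and 7.90 in young control replicate 3. Corneal tissue was tested as a source of the corneal genes over the 10 old libraries as a set, described under Other observations. For the other values, and for single libraries, no technical or biological explanation was tested.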

How the results depend on the processing

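The alternatives with sex by counts, Xist-negative libraries only, age in the title, the tissue lists without each library and those of the cohort comparison were chosen after the result was seen. Changes of sign in results that passed in neither setting count as same; there were 268. Where a fit used fewer libraries, fewer calls follow in part from that. For every other change the cause was not tested.

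The 234 aging genes became 710 with DESeq2, 461 in a fit of all 4 groups, 152 with sex by counts, 79 with labelled sex as a covariate, 72 in Xist-negative libraries and 69 in labelled males. Leaving out 1 library gave 113 (without old control replicate 3) to 414 (without young control replicate 1). The 90 genes for NACET in old mice became 373 with DESeq2, 150 with no filter, 14 with sex by counts, 1 in a fit of all 4 groups, 1 with age cohort as a covariate and 0 in 668-day mice (1396 at an unadjusted p under 0.05). Leaving out 1 library gave 8 (without old control replicate 2) to 110 (without old control replicate 3). For NACET in young mice there was 1 in labelled males and 1 in Xist-negative libraries, and leaving out 1 library gave 0 to 8, the latter without young control replicate 4 (fits with 0 had 531 to 1210 genes at an unadjusted p under 0.05). Age under NACET became 1325 with DESeq2, and 478 (without old NACET replicate 2) to 922 (without old NACET replicate 6) when 1 library was left out. The interaction became 86 with DESeq2 and 49 with no filter, and 0 to 77 when 1 library was left out, the latter without young NACET replicate 1 (1052 at an unadjusted p under 0.05 with all). The cohort comparison became 88 with no filter and 46 with DESeq2.

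The 4 rescued genes became 56 with DESeq2, 36 at an adjusted p under 0.1, 8 with no filter, 7 with a robust fit, 1 in Xist-negative libraries and 0 in labelled males (439 of opposite sign at an unadjusted p under 0.05). Leaving out 1 library gave 0 (without old control replicates 2 or 4, or old NACET replicates 3 or 4) to 12 (without young control replicate 1), and without old control replicate 2 there were 407 of opposite sign at an unadjusted p under 0.05. The rescue correlation across genes was -0.59 for genes called in aging and -0.54 for genes of at least 10 CPM. With controls split it was -0.13 over all genes and -0.23 for genes of at least 10 CPM.

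With replicate number as a block, the replicate block, 17 genes were called for NACET in old mice, 6 in young mice, 422 for age under NACET, and 2 were rescued. Pairs of the same replicate number had a correlation over 0.1 in 0 of 4 cases for old control and old NACET, 1 of 6 for old and young NACET and 2 of 4 for young control and young NACET (mean 0.063, other pairs -0.013). Pairing by replicate number was therefore not seen in old mice, where lost calls do not speak to the size of an effect, and is less clear in young mice. In the replicate block, inflammation in aging had a median of 0.38 (adjusted p 0.122), and 1 aging pathway list passed.

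With camera at the preset correlation, aging lists gained were ER chaperones and UPR (-0.13), cytosolic heat shock (-0.070) and ATF4 and amino acid response (-0.18). In old mice under NACET they were ATF4 and amino acid response (0.15) and interferon (-0.13). In young mice they were NRF2 targets (0.038), ER chaperones and UPR (0.041), ATF4 and amino acid response (0.089), interferon (0.42) and inflammation (-0.16). None of these passed under fry or camera with estimated correlation. The lists passing with the preset were 5 in aging, 4 in old and 5 in young mice. With camera and estimated correlation, inflammation in aging (0.38, adjusted p 0.140) and heat shock in old mice (0.11, adjusted p 0.140) no longer passed, leaving 1 list in aging and 1 in old mice. With exact permutation of the score, interferon (0.59, adjusted p 0.150) and inflammation in aging (0.27, adjusted p 0.150), and ER chaperones (0.18, adjusted p 0.0857) and heat shock in old mice (0.13, adjusted p 0.150) no longer passed. This left 0 lists in aging and 0 in old mice, with 2 and 2 at an unadjusted p under 0.05.

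When 1 library was left out, the medians of lists whose call changed ranged from -0.099 to -0.035 (heat shock in aging), 0.31 to 0.47 (inflammation in aging), 0.093 to 0.14 (heat shock in old mice), 0.086 to 0.17 (ATF4 in old mice) and -0.23 to -0.14 (inflammation in young mice). Lists passing were 1 to 3 in aging, 1 to 2 in old and 0 to 1 in young mice, where 0 had an unadjusted p under 0.05 with all libraries. For cell types, tissues and states, 1 list at the smallest exact permutation p had an adjusted p of 0.129 in old mice, so the lack of calls says nothing about stability. Their values moved: under NACET in old mice, lens went from 0.83 to -0.92 without old NACET replicate 1. Without old control replicate 2, corneal genes went from -1.81 to -1.03 and blood from -1.09 to -0.43.

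PC1 held 20.5% without the interquartile filter and 36.1% with a range of at least 1, and 44.6% to 56.5% when 1 library was left out. PC2 held 12.2%, 20.5%, 20.7% without sex, corneal and lens genes, and 15.9% to 22.1%. Without the interquartile filter the components are other axes, with signs set so that old mice score higher, and their differences do not speak to the direction of those reported. On PC1, old NACET and old control differed by -6.50 (exact permutation adjusted p 0.919), and old and young NACET by 74.2 (adjusted p 0.104), on PC2 by 37.1 (adjusted p 0.375). Without sex, corneal and lens genes, the PC2 differences were -3.25 for old NACET against old control (exact permutation adjusted p 0.0286) and 11.4 for old against young control (adjusted p 0.0457). Leaving out 1 library gave 4.57 to 11.7 and 11.5 to 16.1 on PC1 for old NACET against old control and young NACET. On PC2 it gave -3.31 to -2.03, 9.59 to 12.2 (old against young control) and 2.64, without old control replicate 2, to 6.71 (old against young NACET).

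Of 167 named gene results, 45 changed in at least 1 alternative and 0 were reversed.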

Other observations

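The tests of PC1 against corneal genes, of rescued genes against shared controls, of centred clock scores, of each chaperone list on its own, of ranked genes against cohort and of Xist-negative libraries were chosen after the result was seen; the other tests in this part were chosen before.

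In aging, 234 genes were called. This is lower than the value quoted from the study above. For NACET in old mice, 90 genes were called. This is lower than the value quoted from the study above. There were 4 rescued genes. This is lower than the value quoted from the study above. With DESeq2, the tool of the study, the counts were 710, 373 and 56. In data simulated for aging and for NACET in old mice, edgeR made 4 to 12 false calls and DESeq2 21 to 25. At a log2 change of 0.5, edgeR recovered 52.0% and 66.5% of the changed genes, and DESeq2 62.5% and 73.5%.

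The keratin and desmosome genes that fell under NACET in old mice went with the other corneal list genes. Across the 10 old libraries, the mean of Krt5, Dsp and Dsc3 and that of the rest of the list had a Pearson r of 0.98 (rho 0.98, permutation p 2e-05 and 5e-05, adjusted p 7.33e-05 over 11 relations). Without old control replicate 2 and old NACET replicate 6, r was 0.94. This is consistent with corneal or conjunctival epithelium in the dissected tissue. The list has 24 genes, of which 11 had a median over 1 CPM in young controls, and 3 were named by the study. Retinal pigment epithelium, which the study discussed beside these genes, remains open as a source, since its list changed by -0.88 under NACET in old mice (exact permutation p 0.0524, adjusted p 0.283). A test with dissected cornea and retina from the same eyes could settle it.

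PC1 may follow the same tissue. Made without the sex, corneal and lens genes, and with its sign turned so that r is positive, it had a Pearson r of 0.94 with the corneal score over 20 libraries (rho 0.86, permutation p 1e-05 for both, the smallest possible, adjusted p 7.33e-05; r 0.91 without old control replicate 2 and young NACET replicate 4). An effect of NACET on epithelial genes in opposite directions at the ages remains open, as the interaction of the corneal score had an adjusted p of 0.170.

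Over all tested genes, the opposite signs of aging and NACET in old mice may largely come from the shared old controls. The mean r fell to -0.13 when these controls were split. Each comparison then had 2 old controls in place of 4, which by itself weakens r. Computed from log2 CPM the mean r was -0.11, and of 210 groupings of the old libraries 31 had one as low. For genes of at least 10 CPM the split r was -0.23 on average (range -0.39 to -0.05), against -0.54 with shared controls. Among genes called in aging the split r was -0.48 on average. Of these genes 81.6% had opposite signs with split controls, against 60.6% in runs simulated with shared controls and no NACET effect. They were chosen with all controls, so how far this exceeds the effect of shared controls remains open. For the 4 rescued genes, 2 of 100 splits had as many, the true grouping included. The other splits had at most 16 genes called for NACET, where the true grouping had 90. The count of 4 therefore does not separate a rescue from shared controls. At an adjusted p under 0.1, 36 genes were rescued in the true grouping and at most 11 in the other splits. The NACET calls of those splits at 0.1 are not given, so no conclusion is drawn from this. The splits were also drawn with another seed, where the counts of splits as large were the same and the highest other split differed. Both shared controls and a partial return toward young expression remain open for the rescued genes.

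The chaperone genes were higher under NACET in old mice, and the immediate early genes lower. Handling or time of day at collection was tested as a source by correlations of scores, centred within group, over 10 old libraries. For the immediate early score and the score of both chaperone lists pooled, Pearson r was -0.68 (rho -0.67, permutation p 0.0318 and 0.0393, adjusted p 0.0584 over 11 relations; -0.54 without old control replicates 1 and 3). With the ER chaperone list alone it was -0.78 (rho -0.71, permutation p 0.00746 and 0.0258, adjusted p 0.0164; -0.62 without the same libraries), and with heat shock alone -0.47 (rho -0.68, permutation p 0.157 and 0.0337, adjusted p 0.216; -0.37 without them). For the clock score, r was -0.12 with the pooled score (rho 0.030, permutation p 0.744 and 0.947, adjusted p 0.744; -0.24 without old NACET replicates 3 and 1). It was -0.61 with the ER chaperone list (rho -0.73, permutation p 0.0618 and 0.0203, adjusted p 0.0972; -0.54 without these) and 0.23 with heat shock (rho 0.25, permutation p 0.522 and 0.492, adjusted p 0.574; 0.042 without these). Only the relation of immediate early and ER chaperone scores passed after adjustment over 11 relations among these 6. Relations added after the results were seen had enlarged that family. In the smaller family before this, the immediate early relation with the pooled score, which was chosen before, passed the threshold. Whether that relation passes therefore depends on the size of the family. Handling and time of day both remain open as sources. Whether the chaperone change differs between ages is also open: the interaction of the list had an adjusted p of 0.168. A direct effect of NACET on protein folding, through thiol chemistry, remains open and was not tested. Collection in alternating order of treatment could separate them.

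The age cohort of the treated mice was tested as a source of the NACET genes in old mice. With split controls, the effects in the 668-day mice and in the younger cohorts had a mean r of 0.21 across genes, which are not independent replicates (range 0.16 to 0.29). Computed from log2 CPM the mean r was 0.22, and 22 of 1000 random groupings had one as high. The 100 genes that differed most in the younger cohorts from 2 controls had the same direction in the 668-day mice against the other 2 controls in 70.8% of cases (10 of 1000 random groupings as high). Both values argue against cohort as the only source. For single called genes a part due to cohort remains open, since only 2 treated mice share the age of the controls.

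Sex was tested as a source of the aging genes. The median ratio of fold changes, labelled males only to all 8 libraries, was 0.986, but that fit holds old control replicate 4, which has Xist. In Xist-negative libraries only, the ratio was 1.01 and 234 of 234 genes had the same direction. The genes were chosen on all 8 libraries, which both fits reuse in part, so ratios of this size are partly built in. In Xist-negative libraries 51 of the 234 stayed called, with fewer libraries. Across 16484 genes, which are not independent replicates, aging in Xist-positive and in Xist-negative libraries had an r of 0.29. Old control replicate 4 was the only old Xist-positive library. The ratios are therefore only weak evidence against sex as the main source.

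Other groupings of the libraries were tested as a source of the counts. In aging, 1 of 35 splits had as many genes, the true one. For NACET in old mice it was 1 of 100 splits, and for age under NACET 1 of 100. For NACET in young mice and for the interaction, 100 of 100 splits had as many, because the counts were 0 with 724 and 1052 genes at an unadjusted p under 0.05.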
